A study of Homo sapiens with 10 samples.

How the data were processed

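RNA was measured in 10 tissue samples from people with squamous cell carcinoma of the head and neck, 6 from primary tumors and 4 from metastatic lymph nodes. Per the labels' protocols, a slice of tissue embedded in OCT (a medium for frozen sections) was kept in RNAlater, and RNA was extracted and sequenced by a service provider. The labels name a stranded total RNA kit for the extraction and SMART-Seq v4, a full-length low-input cDNA kit, for the libraries. The authors deposited 1 table of TPM (a transcript abundance) for 20366 genes and the 10 samples. TPM divides each gene's estimated reads by its length and scales each sample to the same total, so a gene's value depends on all others in that sample. The aligner, quantifier, genome build and annotation are not stated in the labels, and no coordinates are given for that reason.

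The TPM values keep no read total, so the depth of each sample is unknown and no interval or detection floor is given. As a relative guide to resolution, the smallest non-zero TPM among the 55 T cell receptor alpha joining segments (TRAJ) was taken in each sample. These segments are 52 to 69 nucleotides long in GENCODE release 29, so a single read weighs heavily on them.

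Values were analysed as log2(TPM + 1), and fold changes are on that scale, which understates the change of low genes. Of the genes, 16336 had a TPM of at least 1 in at least 4 samples and were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with group as the single term and Benjamini-Hochberg adjustment. The threshold was an adjusted p of 0.05. All 10 columns were used. Of the row names, 20335 matched a symbol or identifier of the names table and 609 were Ensembl gene identifiers. Figures were drawn with matplotlib 3.10.9.

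Samples were grouped by their labels. Titles of 3 lymph node samples share their stem with a primary tumor title, and these are called pairs A, B and C (primary tumors 1, 3 and 4 with lymph nodes 7, 8 and 9). The labels do not say what a shared stem means, and pairing was not part of the gene test.

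The groups, the tests, the rule for naming genes, 17 gene lists with 253 genes for cell types and expression programmes, and most alternatives were fixed before the data were examined. Of the list genes, 252 were found. A list score is the mean of log2(TPM + 1) over the list, compared between groups by an exact two-sided permutation test over all 210 splits of the samples into 6 and 4, whose smallest possible p is 0.00476. The same lists were tested with camera at a preset inter-gene correlation of 0.01, and with fry and camera at an estimated correlation. Matched-pair similarity was the mean Pearson correlation, across genes, of the deviations from the group means in the 3 pairs. The node mean was that of the 3 paired nodes, without the unpaired node. Their deviations thus cancel out in each gene, so the 3 pairs are not independent readings. The mean correlation was set against all 120 assignments of the 3 nodes to distinct primary tumors in an exact one-sided permutation test. Within-group similarity was the mean pairwise correlation of the samples of a group, compared over the 210 splits.

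Genes were named by rule. In each direction the 5 largest changes past the threshold with groups that did not overlap were to be named, filled up with the smallest unadjusted p in that direction where fewer passed. Genes that could disclose a donor's sex, HLA genes and immunoglobulin or T cell receptor segments were not to be named, and each list's highest and smallest-p member could be. TRAJ14 falls outside this rule and was named after its values were seen, as the single gene past the threshold.

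The gene test was tested on simulated data with the spread of the 16336 genes, 200 of them changed. It recovered 26% of the changed genes at a log2 change of 2, 59.5% at 3 and 88.5% at 4, with 2, 4 and 7 false calls. Over 100 simulations of unchanged lists with an inter-gene correlation of 0.6, 5.2% of lists passed an unadjusted p of 0.05 by the exact permutation test and 51.8% by camera with the preset correlation. The matched-pair test passed in 100% of simulations with a shared component and in 6% without one. There the genes varied independently, and the shared component was as large as the spread of each gene. In the real data genes vary together, so the 100% does not give the power of the test there.

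Alternatives covered the pseudocount, the filter, the scaling (quantile, upper-quartile and trimmed-mean scaling, the last written for TPM without a count model), the variance model, fits with pairs as a block, fits on subsets, other list scores and leaving out each sample in turn.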

Results

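Gene expression was measured by RNA sequencing in 6 primary tumors and 4 metastatic lymph nodes of head and neck squamous cell carcinoma, a cancer of the squamous lining of the mouth and throat. Primary tumors are numbered 1 to 6 and lymph nodes 7 to 10. The comparison of the groups asks which genes and programmes differ between the primary site and the nodal metastasis. Read depth is unknown from TPM. Between 16330 and 18587 genes were above 0 TPM per sample, with a mean of 17390 ± 652 (SD, n = 6) in primary tumors and 18240 ± 453 (SD, n = 4) in lymph nodes (exact permutation test, two-sided, p = 0.0524, adjusted over 5 sample measures 0.238). Mitochondrial transcripts took 3.03% to 17% of TPM and did not differ between groups (exact permutation p = 0.643). The smallest non-zero TPM among TRAJ segments ranged from 5.11 in primary tumor 3 to 252 in primary tumor 2, so low levels were resolved unequally.

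Samples correlated across genes between 0.573 and 0.949 (genes are not independent replicates). The first principal component held 36.3% of the variance and did not separate the groups (exact permutation p = 0.743). The second, with 15.9%, had a mean of -23.0 ± 50.8 (SD, n = 6) in primary tumors and 34.4 ± 43.2 (SD, n = 4) in nodes (exact permutation p = 0.1, adjusted over 4 components 0.4). The mean pairwise correlation was 0.769 among nodes and 0.747 among primary tumors. The difference of 0.0219 was within what other splits gave (exact permutation test, two-sided, p = 0.748), and it was -0.0346 without primary tumor 2. No samples of a group correlated above 0.911, so none was treated as a repeated library.

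**Figure D1:**
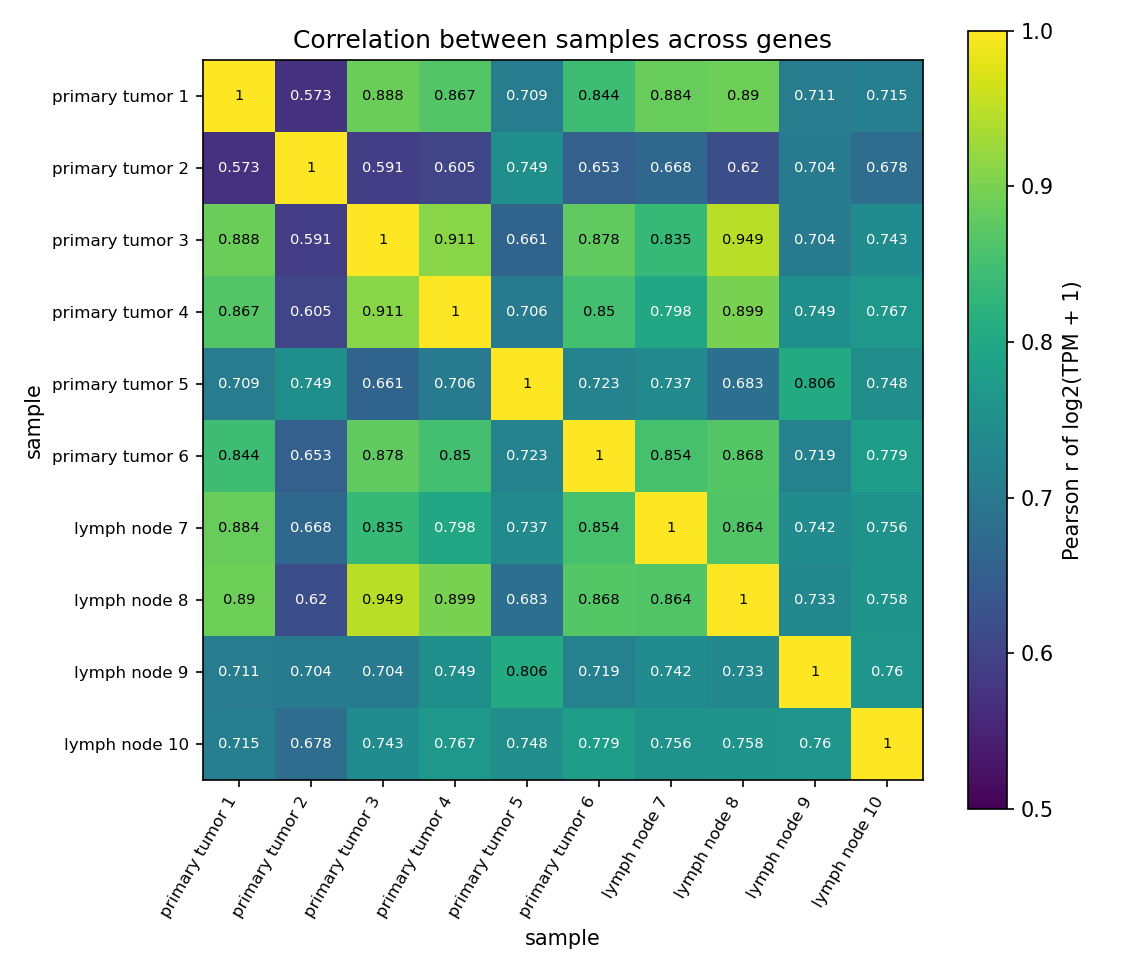
Pearson correlation of log2(TPM + 1) across the genes that passed the filter, for each pair of the 10 samples on both axes, with the value in each cell. The highest value, 0.949, is between lymph node 8 and primary tumor 3, and primary tumor 2 has the lowest, 0.573, with primary tumor 1.

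Nodes were then set against the primary tumor with which they share a title stem, to ask whether matched samples resemble each other beyond their group. Deviations were taken from the group means, that of the nodes being the mean of nodes 7, 8 and 9. Their correlation across genes was 0.297 in pair A, 0.646 in pair B and -0.110 in pair C. The own primary tumor ranked first of 6 for nodes 7 and 8 and at rank 3 for node 9. The mean of 0.278 exceeded the mean of -0.0495 over the 15 other combinations, but not beyond what other assignments gave (exact permutation test, one-sided, p = 0.125). It was 0.0382 without primary tumor 3 and 0.209 without lymph node 8, each of which removes pair B.

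Of 16336 genes tested, 1 had an adjusted p under 0.05 in limma. At an unadjusted p under 0.05 there were 515 genes, 3.15% of those tested, where chance gives 817. The gene was TRAJ14, a 52-nucleotide T cell receptor alpha joining segment (limma adjusted p = 0.0102). It was listed at 0 TPM in all 6 primary tumors and at 23.9, 20.8, 174 and 231 TPM in lymph nodes 7, 8, 9 and 10, higher in 4 of 4 nodes. With a pseudocount of 5 its adjusted p was 0.279, the range over all alternatives being 0.00143 to 0.962, and the count fell to 0. In nodes 7 and 8 the value was 1.17 and 1.12 times the smallest non-zero TRAJ value of the library. In primary tumors 2, 5 and 6 that smallest value was 252, 54.1 and 35.8 TPM, above the level in nodes 7 and 8, from only 3, 1 and 3 segments above 0.

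The next smallest adjusted p was 0.951. Groups did not overlap for 92 genes, or 0.563%, where chance gives 0.952%. The median log2 change of all genes was 0.32 as deposited, 0.16 with upper-quartile scaling, 0.03 with quantile normalization and 0.00 with trimmed-mean scaling. Of the genes at an unadjusted p under 0.05, 458 were higher and 57 lower in nodes as deposited (88.9% higher). The share higher was 84.4% when mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes were left out of the scaling, 76.4% with upper-quartile scaling, 49.8% with trimmed-mean scaling and 48.4% with quantile normalization, the last 3 with 399, 327 and 341 genes. These are counts of calls and do not show that single genes changed direction.

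No gene chosen by the naming rule passed the threshold, each with a limma adjusted p of 0.951. The genes higher in nodes with the smallest unadjusted p were NPY1R, C7, C12orf50, ENSG00000267552 and CYSLTR2. NPY1R was at 0 in 4 of 6 primary tumors and at 1.18 to 4.97 TPM in nodes. C7 was at 0.135 to 2.39 TPM in primary tumors and 4.04 to 130 in nodes, a log2 change of 3.53 with a standard error of 0.74. CYSLTR2 rose by 1.60 (standard error 0.38), from 0.838 to 1.68 TPM to 4.94 to 7.29 TPM. C12orf50 was at 0 in 4 primary tumors and at 1.91 to 3.40 TPM in nodes, and ENSG00000267552 was at 0 in 3 primary tumors and at 1.53 to 11.5 TPM in nodes. Lower in nodes were RRAD, BOLA2B, ACTA1, KCNS3 and MYL1. RRAD fell by 4.37 (standard error 1.01), from 10.9 to 870 TPM in primary tumors to 1.52 to 7.61 TPM in nodes. ACTA1 fell by 4.54 (standard error 1.29) and MYL1 by 4.21 (standard error 1.32), and both belong to the skeletal muscle list. ACTA1 reached 1160 TPM in primary tumor 5 and 352 in primary tumor 1, and overlapped the nodes at 2.31 in primary tumor 3. KCNS3 fell by 1.67 (standard error 0.52). BOLA2B fell by 1.82 (standard error 0.51), and is reported as uncertain. In GENCODE release 29 it has a transcript of 1012 nucleotides identical to one of BOLA2, and how reads were divided between both genes is not stated. BOLA2 was at 0 to 72.8 TPM in primary tumors and at 22.8 to 62.9 TPM in nodes.

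**Figure D2:**
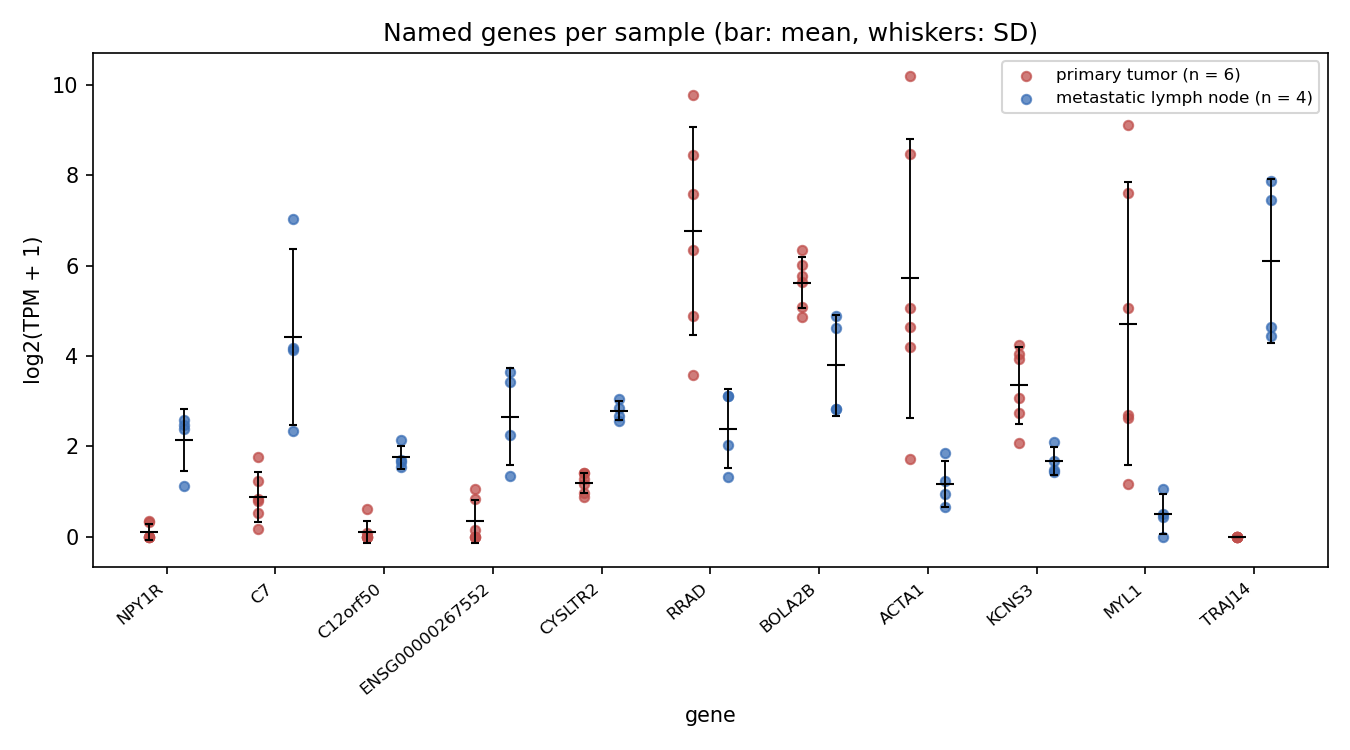
Log2(TPM + 1) of the named genes on the vertical axis for each of 6 primary tumors (red) and 4 lymph nodes (blue), with the mean (bar) and SD (whiskers). TRAJ14 is at 0 in all 6 primary tumors, and the RRAD, ACTA1 and MYL1 values of primary tumors are widely spread.

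The 17 lists ask whether cell types or programmes differ. None of the list scores differed between groups after adjustment, and 0 passed an unadjusted p of 0.05 (exact permutation, smallest adjusted p 0.816). A single list with the smallest p the 210 splits can give would have an adjusted p of 0.081, so 1 list alone could not pass. The largest difference was in skeletal muscle, at 5.00 ± 3.07 (SD, n = 6) in primary tumors and 1.70 ± 0.49 (SD, n = 4) in nodes (difference -3.31, exact permutation p = 0.0667, adjusted 0.816). Scores above the highest node score of 2.13 were found in 5 of 6 primary tumors. Differences above 0 were 0.85 for B cell, 0.67 for T cell, 0.56 for cytotoxic and NK cell, 0.68 for myeloid cell, 0.62 for lymph node stroma and follicular dendritic cell, 0.89 for fibroblast and matrix, 0.49 for endothelial cell, 0.35 for salivary gland, 0.26 for hypoxia and 0.20 for blood. Differences below 0 were -0.25 for plasma cell, -0.89 for squamous epithelial cell, -0.64 for differentiated keratinocyte, -0.15 for partial EMT, -0.14 for proliferation and -0.65 for interferon response. Relative to the median change of all genes, the muscle difference was -3.63. Leaving out lymph node 9 turned the squamous difference to 0.23 and lowered that of myeloid cell to 0.23. Without lymph node 10 the differences were 0.21 for B cell, 0.055 for cytotoxic and NK cell, 0.00422 for lymph node stroma and follicular dendritic cell and -0.058 for T cell.

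**Figure D3:**
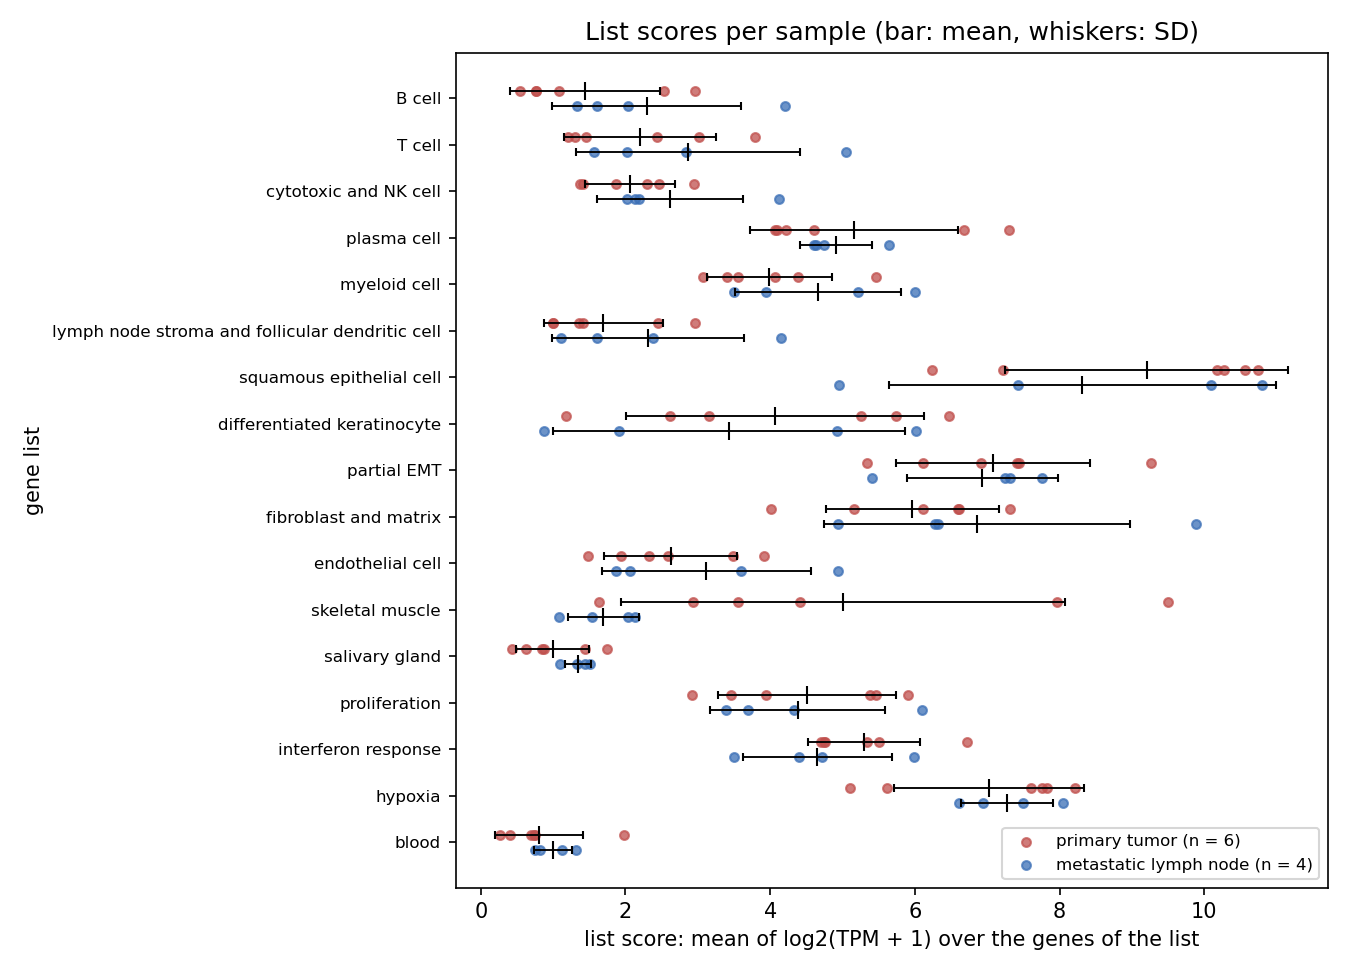
List scores on the horizontal axis (mean of log2(TPM + 1) over the genes of a list) for 17 lists, per primary tumor (red, n = 6) and lymph node (blue, n = 4), with mean (bar) and SD (whiskers). The groups overlap in each list, and the skeletal muscle score is widely spread among primary tumors, from 1.63 to 9.50.

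Of 227 list genes tested, 0 passed when adjusted over the list alone (smallest adjusted p 0.437 in limma) and 0 over all genes. At an unadjusted p under 0.05 there were 13, of which 10 belonged to the skeletal muscle list. With camera at the preset correlation, 8 lists passed an adjusted p of 0.05. B cell was higher in nodes (adjusted p 0.0424 in limma's camera), and skeletal muscle (1.53e-33), interferon response (2.08e-09), squamous epithelial cell (6.22e-07), differentiated keratinocyte (5.13e-05), proliferation (0.00145), plasma cell (0.00179) and partial EMT (0.0198) were lower relative to other genes. None of these calls held under fry or under an estimated correlation, with 0 lists in each. At an unadjusted p under 0.05 there were 0 with fry and 2 with the estimated correlation, which ranged from 0.21 to 0.85.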

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

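The tests for the blood score, NPY1R and C12orf50 were chosen before their results were seen, and the others after. How the NPY1R and snRNA tests were read was changed once their results were known. The reading for blood in the slice was changed for a time and is given as first written. In all, 63 group values were examined for a sample far from the rest and 6 stood apart, where chance gives 3.2.

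Lymph node 10 stood above the other nodes in 2 list scores with gaps past the critical value. Its cytotoxic and NK cell score was 4.12 against 2.02 to 2.19. After trimmed-mean scaling the gap was 0.858 of the range, still past the critical value, which argues against scaling as the whole cause. Its plasma cell score was 5.64 against 4.60 to 4.74, and there the gap fell to 0.425 of the range, so a scaling difference may account for that score. Without being flagged, lymph node 10 was also highest of the nodes in B cell (4.21 against 1.32 to 2.04) and T cell (5.05 against 1.56 to 2.84). The same held for lymph node stroma (4.15 against 1.11 to 2.38). Its myeloid cell score of 5.21 was below the 6.00 of lymph node 9. A larger share of immune cells in that slice stays open and was not tested.

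Primary tumor 2 had a blood list score of 1.98 against 0.271 to 0.752 in the other primary tumors. The gap was 0.762 of the range after trimmed-mean scaling, which argues against scaling. Of the 7 list genes above 0 in any primary tumor, 5 were highest in that sample. CA1 was at 38.1, ALAS2 at 28.6 and HBB at 10 TPM there, while HBA1 and HBA2, abundant in blood, were listed at 0. Blood in the slice cannot be told apart from other causes, because these genes point both ways and the resolution of this library is coarse. No biological explanation was tested, since the design does not set this sample apart within its group.

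In the same sample the 10 highest genes took 19.3% of TPM, against 10.1% to 13.4% in the other primary tumors. Without the genes that hold an snRNA inside an exon, the gap was 0.568 of the range, no longer past the critical value, but the share was still 18.7% against at most 13.4%. Whether snRNA reads caused it cannot be told apart from other causes, because the share hardly moved.

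NPY1R was lower in lymph node 7, at 1.12 on the log2 scale against 2.38 to 2.58 in the other nodes. Its TPM was 3.56 times the low end (5th percentile) of non-zero values for 200 genes of like length in that library, beyond the limit of 3 set beforehand, which by itself argued against a few reads. This was left open afterwards, since a few reads and a true difference cannot be told apart from 1 library near the floor. C12orf50 was at 0.614 in primary tumor 5 against 0 to 0.0857 in the other primary tumors. That is 0.902 times the same low end, so a few reads could account for it. No biological explanation was tested for either gene.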

How the results depend on the processing

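The count of genes past the threshold was 1 in most alternatives. It was 0 with a pseudocount of 5 and 0 with an exact permutation test per gene, where 1 gene alone cannot pass at this group size. It was also 0 in the replicate block of the 3 matched pairs alone and 0 with 1 sample per title stem (fewer samples). Lastly, it was 0 without immunoglobulin and T cell receptor segments, which removes TRAJ14. The last was chosen after seeing the data. For the pseudocount the cause was not tested. Unadjusted calls under 0.05 in these 5 fits were 537, 608, 2597, 885 and 514. Across the 10 fits that each left out 1 sample the count ran from 1 to 2, with TRAJ3 added without lymph node 7. Unadjusted calls ran from 300 without lymph node 10 to 1161 without lymph node 8, against 515.

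The title stems were checked as pairs. The labels do not explain the stems and only 3 pairs share one, so the block was planned as an alternative to the gene test. Pairs A and B had correlations of 0.297 and 0.646. Pair C had -0.110, which does not rule pairing out. In versions tried later with 1 list score regressed out, pair C was above 0 for 14 of 17 lists. As a random effect over all samples (consensus correlation 0.529), the block gave 1 gene, with 1848 unadjusted calls under 0.05 against 515 without it and 817 by chance. The adjusted p of NPY1R and C12orf50 was 0.138 there, against 0.951. The low number of unadjusted calls thus depended on the fit. Fits without the stems also gave more calls, 1056 with weights per sample and 1161 without lymph node 8. The cause of the low number was not tested. In the block of 3 pairs alone the plasma cell score difference was 0.53, that of hypoxia -0.48, and camera's adjusted p for plasma cell, now higher, 0.437.

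No list score passed an adjusted p of 0.05 in any alternative run, but these designs could hardly pass. The smallest exact permutation p is 0.25 with 3 pairs alone and 0.0286 with 1 sample per title stem, where a single list would have an adjusted p of 0.486. The changes of direction below are therefore given as values, and the cause was not tested. Blood was -0.00534 with quantile normalization. Hypoxia was -0.10 with trimmed-mean scaling and -0.12 with the median over list genes, which gave 0.063 for partial EMT. With 1 sample per title stem T cell was -0.21, squamous epithelial cell 0.31, differentiated keratinocyte 0.25, partial EMT 0.81, salivary gland -0.000785, proliferation 0.46 and blood -0.14.

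Leaving out 1 sample at a time, T cell ran from -0.058 (without lymph node 10) to 1.10, plasma cell from -0.50 to 0.17 (without primary tumor 2), squamous epithelial cell from -1.72 to 0.23 (without lymph node 9), differentiated keratinocyte from -1.50 to 0.21 (without lymph node 9), partial EMT from -0.50 to 0.36 (without lymph node 10), fibroblast and matrix from -0.12 (without lymph node 9) to 1.53, endothelial cell from -0.12 (without lymph node 9) to 0.91, proliferation from -0.71 to 0.19 (without lymph node 9), and hypoxia from -0.13 (without primary tumor 2) to 0.50. Without lymph node 10 B cell fell to 0.21, cytotoxic and NK cell to 0.055 and lymph node stroma to 0.00422. Myeloid cell fell to 0.23 without lymph node 9. Interferon response ran from -1.09 (without lymph node 10) to -0.26 (without lymph node 8). Blood ran from 0.0897 (without primary tumor 4) to 0.43 (without primary tumor 2). Each list except skeletal muscle and salivary gland moved by over 1.5 times in at least 1 of these fits. Skeletal muscle did move to -1.44 when primary tumors 1 and 5 were left out together.

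The 8 lists called by camera became 0 with fry, 0 with an estimated correlation, 4 with 1 sample per title stem and 3 with the squamous score as a covariate, an alternative chosen after seeing the data. The count was 11 in the block of 3 pairs, 11 with weights per sample and 9 with trimmed-mean scaling. Single lists dropped out within such counts. Camera's adjusted p for plasma cell was 0.337 with weights per sample. For partial EMT it was 0.101 with trimmed-mean scaling and 0.383 with quantile normalization. For B cell it was 0.118 with a pseudocount of 5. With 1 sample left out, B cell ran from 2.59e-05 (without primary tumor 2) to 0.933 (without lymph node 10). With 1 sample per title stem camera's direction turned for B cell (adjusted p 0.419), partial EMT (0.0462) and proliferation (0.709). Leaving out 1 sample gave 5 lists without primary tumor 3 or 4 and up to 12 without primary tumor 5 or lymph node 7. The adjusted p of partial EMT ran from 0.000391 to 0.888, and its direction turned without lymph node 10 (0.634).

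Matched-pair similarity kept its direction and stayed above an exact permutation p of 0.05 in the alternatives of this part that kept all its samples. It was 0.314 with deviations from the mean of all 4 nodes (exact permutation p = 0.075), an alternative chosen after seeing the data. Versions with other list scores regressed out, tried later, went under it and are given with the other observations. Without primary tumor 4, which removes pair C, the mean was 0.447 at an exact permutation p of 0.05, the smallest the 20 assignments left can give. Without lymph node 9, which also removes pair C, the mean was 0.284 (exact permutation p = 0.167). The within-group difference was -0.0115 with the genes of largest variance alone, and ran from -0.0346 (without primary tumor 2) to 0.0457 (without lymph node 9) when 1 sample was left out. The unknown depth limits statements on genes listed at 0.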

Other observations

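The tests in this part were chosen after the results they bear on were seen.

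Of 100 splits of the samples into 6 and 4, the real one included, 10 gave at least 1 gene with an adjusted p-value under 0.05, and 54 gave at least 515 genes at an unadjusted p under 0.05. For camera with the preset correlation, 61 of the 100 splits gave at least 8 lists, with a median of 8 and a range of 3 to 15. Splits that ignore the groups thus gave results as large in the fit without title stems. No splits were run with the stems as a block. The real split puts the samples of each pair in opposite groups, which other splits need not do. If the stems mark donors, the splits are therefore not a fair null for the real grouping. The same limit holds for the exact permutation tests of list scores. The smallest inter-gene correlation estimated over the lists was 0.21, above the preset 0.01, which is consistent with genes of a list varying together as the source of these calls.

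For TRAJ14, a single read on a very short segment may account for nodes 7 and 8, where the larger ratio to the smallest non-zero TRAJ value was 1.17. For nodes 9 and 10 the smaller ratio was 6.38, which argues against a single read if a read weighs alike on all segments. The quantifier is not stated, so that weight is unknown. Coarse resolution may account for the zeros in primary tumors 2, 5 and 6, whose smallest non-zero TRAJ value was at least 35.8 TPM. In primary tumors 1, 3 and 4, 3 times that value was at most 18.9 TPM, against 20.8 in the lowest node. By the first reading this argued against a resolution limit, and that reading was changed once the result was known. As the values are close and TRAJ14 is among the shortest of these segments, a resolution limit and absence cannot be told apart there. More T cells in the nodes cannot be told apart from these. The T cell score did not differ (exact permutation p = 0.457), at 1.56 to 5.05 in nodes and 1.21 to 3.78 in primary tumors. Summed TRAJ segments were at 163.6 to 3429.7 TPM in nodes. They were at 54.1 to 154.5 TPM in primary tumors, except for 1022.8 in primary tumor 2, where resolution was coarsest. A difference between nodes and primary tumors stays open.

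The smallest non-zero TRAJ value differed 49.3-fold between samples. Samples in which it was larger had fewer genes between 0 and 1 TPM, from 306 in primary tumor 2 to 3806 in primary tumor 4. Over the 10 samples Pearson's r with the log2 of that value was -0.924 (permutation p = 0.00035) and Spearman's rho was -0.939 (permutation p = 0.00025), the single relation in this family. Without the 2 samples farthest from the median r was -0.813. This is consistent with a coarser resolution, and possibly lower depth, in some samples. Both measures come from the same TPM values, and no biological explanation was tested.

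The skeletal muscle score was high in part of the primary tumors, at 9.50 in primary tumor 5 and 7.97 in primary tumor 1. Without primary tumors 1 and 5 the difference between groups was -1.44, against -3.31 with all samples. Across primary tumors the 16 muscle genes had a mean pairwise correlation of 0.898, against at most 0.402 in 10000 random lists matched on mean expression. TNNT1 reached 4322 TPM. Muscle tissue in some slices may therefore account for the pattern, as a hypothesis. A difference between the sites stays open, and the group difference itself did not pass its test.

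WDR74 had the highest mean of all genes, from 3672 to 30712 TPM, and ZNF354B ranked at 8. In GENCODE release 29 both belong to the 26 of 18788 protein-coding genes (0.138%) with an snRNA gene overlapping an exon on the same strand, RNU2-2P and RNU1-39P. Reads of these snRNAs, assigned to the host gene, may account for the levels. HINT3 reached 25808 TPM in primary tumor 2 and 289 to 3916 elsewhere. It has 0 such genes, and whether an unannotated copy is the source cannot be told apart, because the annotation lists only known ones. No biological explanation was tested.

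Lymph node 9 was unlike the primary tumor with its title stem. Its squamous score was 4.95 against 10.2 in primary tumor 4, and its fibroblast and matrix score 9.89 against 6.59. Regressing the squamous score out of each gene raised the correlation of pair C from -0.110 to 0.498, while pair A fell from 0.297 to 0.147 and pair B from 0.646 to 0.185, which left the mean at 0.277. Moreover, 5 other lists came within 0.1 of the 0.498 of pair C, so a different squamous content cannot be told apart from other differences in cell content. The first reading, that squamous content accounts for the difference, was changed once the result was known. Over the 17 lists, each regressed out alone, the exact one-sided permutation p of the matched-pair test ran from 0.00833, the smallest it can give, to 0.183. It was under 0.05 for 10 lists and, adjusted over the 17, for 9. The planned test gave 0.125, and as these versions were tried after it they may reflect the choice of list as much as a likeness of pairs.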
